A study of Arabidopsis thaliana with 6 samples. Its data were reported in "WUSCHEL acts as an auxin response rheostat to maintain apical stem cells in Arabidopsis" (2019).

How the data were processed

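Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out by the authors on whole Arabidopsis thaliana seedlings, 5 days after germination, that had been treated for 2 h with 25 µM dexamethasone according to the labels. The study's methods give a lower concentration for the same line, and the label was followed. The transgenic line, called WUS-GR, carries the stem cell regulator WUSCHEL (WUS) fused to the fluorescent protein mCherry and to the hormone-binding part of the glucocorticoid receptor, under the ubiquitin promoter pUBI10. The receptor part keeps the fusion out of the nucleus until dexamethasone is added. Col-0, the wild type without the transgene, was treated in the same way and served as the control. Chromatin was pulled down with RFP-trap, an affinity reagent that binds mCherry, with an antibody to acetylated lysines 9 and 14 of histone H3 (H3K9/K14ac), or with an antibody to trimethylated lysine 27 of histone H3 (H3K27me3).

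The samples fell into 6 groups, the 2 genotypes by the 3 kinds of pull-down, and each group was represented by 1 list. According to the labels, DNA from several immunoprecipitations was pooled and sequenced as more than 1 library, but the lists do not separate the libraries. Groups were taken from the sample titles.

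The authors mapped the reads to the TAIR10 genome with BWA and compared the 2 genotypes with hiddenDomains, a hidden Markov model that assigns each fixed window of the genome to an enriched, a depleted or an unchanged state. The deposited lists hold positions only: a chromosome, a start and an end for every window that passed the authors' posterior threshold, in 3 columns, with no score, no posterior and no read count. Each sample's list holds the windows in which that sample exceeded the other genotype. Windows were 100 bp long in the RFP-trap lists and 500 bp long in the histone lists, with 1 exception of 330 bp at a chromosome end, and the 6 lists together held 86611 windows. Because positions were the only values, the sequencing depth behind each list is unknown, and a window just above the threshold cannot be separated from one far above it. The deposited windows had not yet been merged and still contained the neighbouring gained and lost windows that the authors later discarded.

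From these positions, adjacent or overlapping windows were merged into regions. A histone region in the Col-0 list was called lost and one in the WUS-GR list gained, since the lists record which genotype had more signal. As in the study's methods, gained and lost regions of the same mark closer than 73 bp to each other were then removed. Gene models came from the NCBI annotation of TAIR 10.1, whose 5 nuclear chromosomes (119 Mb) have the lengths of TAIR10, and comprised 37899 genes, of which 27444 were protein-coding. Every coordinate is given on this build, counted from 1. Each region was assigned to 1 gene by its midpoint: first to a gene that contains it, then to the nearest gene whose transcription start site (TSS) lay within 2500 bp downstream of the midpoint, then to a gene that ended within 1000 bp. The authors used the annotation tool PAVIS with the same distances, and that tool was not used here.

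The overlap between WUS-GR regions and histone regions, counted from 1 bp of shared sequence, was set against 1000 position-matched placements. In a placement, each WUS-GR region was moved to a randomly drawn gene at its own distance from the TSS and with the orientation kept. The drawn gene had to have the nearest TSS at that distance. This last condition was not part of the placement fixed before the data were examined. It was added after the overlaps without it had been seen, because simulated lists without any planted overlap fell outside the central range too often, and results without it are given beside those with it. It also applies to the placements used for sequence words. The central 95% of the placements, 2-sided, is reported as the null range and describes these lists only, since 1 list per group leaves no replicate error. The share of upstream regions was compared with 1000 circular shifts along each chromosome. Gene-level overlaps and gene families were compared with 10000 random gene lists of the same size that were matched on deciles of gene length. The ratio of lost to gained regions at WUS-GR regions was compared with 1000 permutations of the 2 directions. Sequence words were counted on both strands and compared with 100 placements. Shares carry 95% Wilson intervals, which cover counting error only, and medians carry 95% bootstrap intervals. Of the 11 gene families, 1 is not reported here.

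The genes named below followed a rule fixed before the data were examined: 6 earlier WUS targets that the study lists, the 17 genes that the study expressed in stem cells, WUS, CLV3 and TPL, the promoter donor UBQ10, and the genes at the 3 longest regions of each list. The groups, the comparisons, 11 gene families and 8 sequence words were likewise chosen before the data were examined, as were all alternatives except those that the closing section names as added later. The alternatives varied the merging of windows, the length of regions, the overlap that counts as shared, the 73 bp rule, the null, the gene assignment, the distance upstream of the TSS and the set of genes.

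The procedures were tested on simulated data. For the overlap of WUS-GR regions with lost acetylation, 2 of 40 lists without planted overlap fell outside the central range (8 of 40, with a median of 0.943-fold, when neither the lists nor the placements used the nearest-TSS condition), and 10 of 10 lists with 200 planted overlaps did, with a median excess of 205 overlaps over the placements. The lists without planted overlap were drawn by the same placement that was then tested. Their result checks the procedure only and cannot show which placement suits the real WUS-GR regions. For bound genes with lost acetylation, 7 of 100 random sets among 37899 genes fell outside, and a planted 1.5-fold enrichment was recovered as 1.49-fold. For the 2 directions of acetylation, 5 of 100 random label sets fell outside. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and nuclear sequence resembling the organelle genomes was located with blastn 2.17.0 at a minimum identity of 95% over 200 bp. Expression data of the study were not analysed here.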

Results

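The data comprised 6 lists of genomic windows from ChIP-seq on 5-day-old seedlings after 2 h of dexamethasone, 1 list for each combination of genotype and pull-down. The WUS-GR line, in which dexamethasone moves a tagged WUS protein into the nucleus, was compared with Col-0 seedlings that lack the transgene. RFP-trap recovered DNA bound by the tagged protein, and 2 histone marks were recorded: H3K9/K14ac, which is found at active genes, and H3K27me3, which is deposited by the Polycomb system at silent genes. A window in the WUS-GR list of a pull-down had more signal in WUS-GR than in Col-0, and a window in the Col-0 list had less. The lists record positions without read counts, so the sequencing depth is unknown. There were no replicates, as each group had 1 list, and no p-value across genes or regions is given. The null ranges below are the central 95% of randomised lists and describe these lists only, and the Wilson 95% intervals cover counting error only.

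To define the sites occupied by WUS, the RFP-trap lists were merged into regions. The WUS-GR list held 42402 windows, which formed 10087 regions with a median length of 300.0 bp and covered 4.24 Mb or 3.56% of the 5 nuclear chromosomes of TAIR10. The reverse comparison gave the windows in which Col-0, without a tagged protein, exceeded WUS-GR. It does not include pull-down that was equal in both genotypes. It yielded 706 windows in 580.0 regions, so that WUS-GR windows outnumbered Col-0 windows 60.1-fold and WUS-GR regions outnumbered Col-0 regions 17.4-fold. Joining windows up to 500 bp apart moved the number of WUS-GR regions most, to 8828. The longest WUS-GR region spanned 3600 bp at chromosome 3, 4118501 to 4122100, and lay outside every gene window. The next longest, of 3000 bp, covered chromosome 3 from 2130101 to 2133100, with its midpoint at -1150 bp from the TSS of the protein-coding gene AT3G06750.

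WUS-GR regions were concentrated upstream of genes. By midpoint, 53.8% of them (Wilson 95% interval 52.8 to 54.7) lay within 2500 bp upstream of a TSS and outside every gene body, where 26.8% of the genome lies. None of 1000 circular shifts of the regions gave as many, and the observed number was 2.00-fold the mean of the shifts. With 1000 bp in place of 2500 bp the share was 37.9%, the alternative that moved it most, and it stayed above its shifts. A further 15.6% (14.9 to 16.3) lay in 5' UTRs, which make up 4.52% of the genome, while 5.45% (5.03 to 5.91) lay in coding sequence, which makes up 28.3%. The Col-0-enriched regions showed another distribution, with 21.4% (18.2 to 24.9) upstream and 38.8% (34.9 to 42.8) in coding sequence.

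The position of binding relative to the TSS was then compared with that of the changed histone regions. Over midpoints within 2500 bp of a TSS, the median WUS-GR region lay at -103 bp (95% bootstrap interval -114 to -94), and 62.2% of these regions were upstream. Lost H3K9/K14ac regions had their median at 501 bp (481 to 522) and gained ones at 482 bp (467 to 498) downstream of the TSS. With protein-coding genes only, the WUS-GR median was at -141.5 bp, the largest move among the alternatives. The share of protein-coding genes covered by a WUS-GR region peaked at 11.6% at a distance of -50 bp. It peaked at 7.08% for lost acetylation at 500 bp and at 9.19% for gained acetylation at 450 bp. The Col-0-enriched RFP-trap regions reached no more than 0.0947%.

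**Figure D1:**
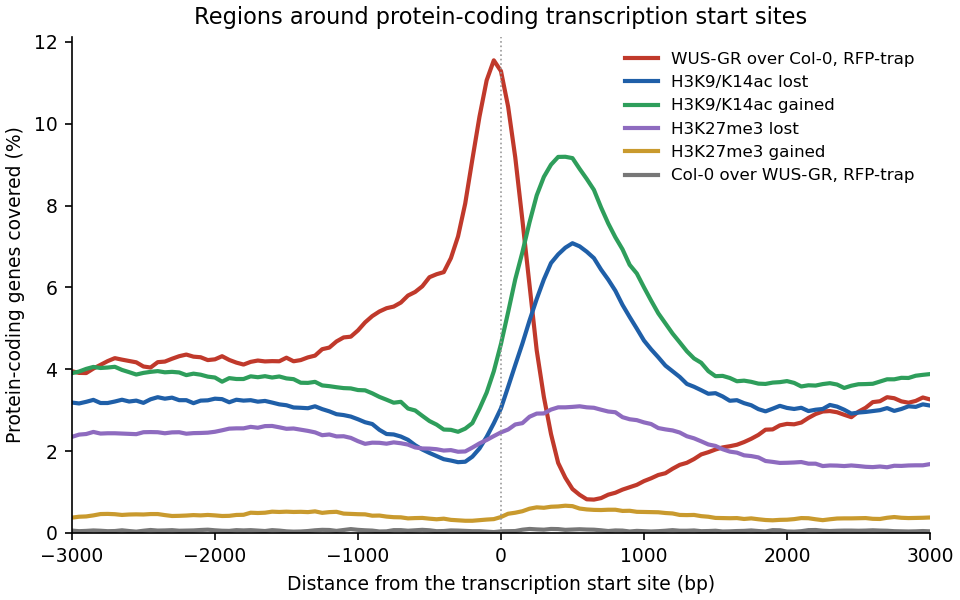
The horizontal axis is the distance from the transcription start site of protein-coding genes in bp, the vertical axis the percentage of these genes covered by a region, and each line is 1 of the 6 lists after merging. The RFP-trap line of WUS-GR peaks at -50 bp with 11.6%, and the lines of lost and gained H3K9/K14ac peak inside the gene at 500 bp and 450 bp.

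Gain and loss were counted for each mark. H3K9/K14ac was gained in 9436 and lost in 9046 merged regions. After gained and lost regions closer than 73 bp had been removed, 5487 gained and 5110 lost regions were left, so that 48.2% of the changed regions were losses. Restricting the lists to regions of at least 1000 bp moved this share most, to 44.4%. For H3K27me3, 4379 gained and 6917 lost regions were merged, and 671 and 2570 were left after the same rule, which removed 84.7% of the gained and 62.8% of the lost regions. Losses made up 79.3% of the changed H3K27me3 regions that were left, and 61.2% when all merged regions were kept. By midpoint, 45.9% (44.6 to 47.3) of lost and 56.5% (55.2 to 57.8) of gained H3K9/K14ac regions were in coding sequence. The longest gained H3K9/K14ac regions were 4000 bp long, at chromosome 2, 172001 to 176000, with the midpoint in coding sequence of EMB3111 (AT2G01390), and at chromosome 2, 1964501 to 1968500, upstream of GRP3S (AT2G05380). The longest gained H3K27me3 region, of 5000 bp, lay on chromosome 3 from 14195501 to 14200500 at the ribosomal RNA gene AT3G41768.

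To ask whether histone changes coincided with WUS binding, the overlap of WUS-GR regions with each list was compared with position-matched placements. Lost H3K9/K14ac regions overlapped 502 WUS-GR regions, or 4.98% (4.57 to 5.42). The placement fixed before the data were examined, in which any gene could be drawn, gave a mean of 498 (null range 457 to 538), so the overlap was 1.01-fold the mean and inside the range. With the condition that the drawn gene had the nearest TSS, which was added after that result had been seen, the mean was 425 (385 to 461), and the 1.18-fold excess was reached by none of 1000 placements. An excess over chance therefore rested on the added condition. The placements behind the values that follow used this condition unless stated. The overlap was 1.09-fold with circular shifts, which do not use the condition, and inside the null range. It was 1.02-fold, also inside, when regions were placed on protein-coding genes only with the condition kept. The excess therefore rested on drawing from all annotated genes as well. It was 1.46-fold when overlap within 1000 bp was counted and 1.49-fold with histone regions of at least 1000 bp, and none of 1000 placements reached either. The alternative that moved it most drew only genes with a changed acetylation region, which raises the placements' overlap by construction, and gave 0.392-fold. Gained H3K9/K14ac regions overlapped 382 WUS-GR regions, which was 0.774-fold the mean of the placements and below every one of them (0.608-fold without the condition), but counting overlap within 1000 bp reversed this to 1.19-fold, above the null range. Lost H3K27me3 regions overlapped 174 WUS-GR regions (0.581-fold) and gained ones 35 (0.555-fold), both below all placements, and counting overlap within 1000 bp brought both inside the null range.

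**Figure D2:**
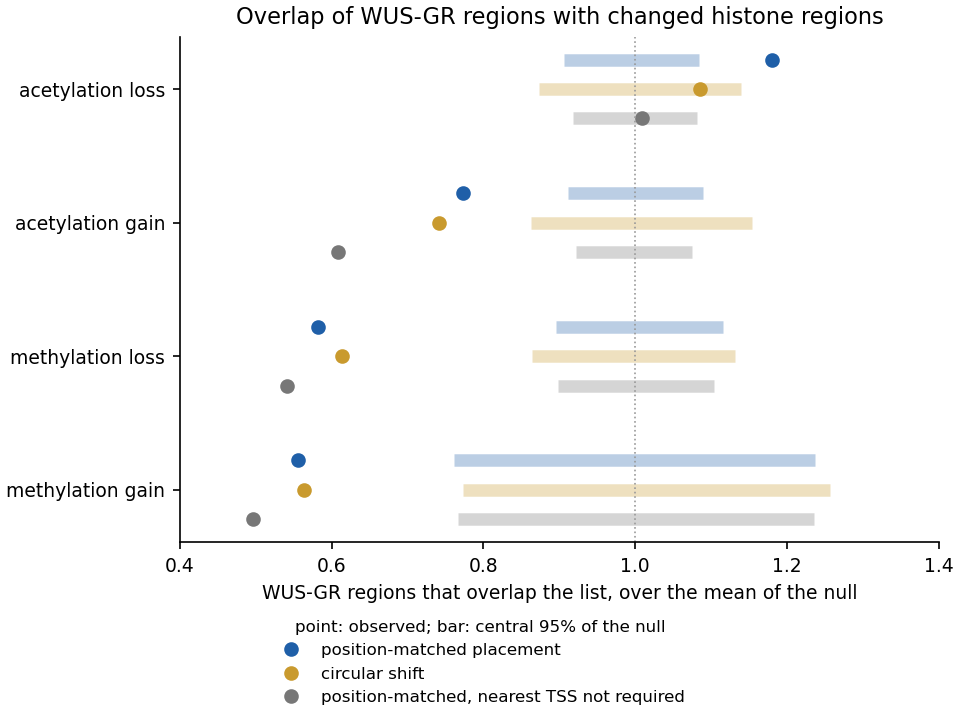
The horizontal axis is the number of WUS-GR regions that overlap each list of changed histone regions over the mean of the null, with points for the observed value and bars for the central 95% of 3 nulls. Acetylation loss is at 1.18 with the position-matched placement that has the added nearest-TSS condition and inside the bars of the other 2 nulls, 1 of which is the placement fixed beforehand, and the other 3 lists lie below all their bars.

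The overlaps of the Col-0-enriched RFP-trap regions were measured in the same way. Of the 580.0 regions, 26 overlapped lost H3K9/K14ac (1.26-fold) and 10 overlapped lost H3K27me3 (0.774-fold), both inside their null ranges. Gained H3K9/K14ac overlapped 35 of them, 1.45-fold the placements' mean and just above the null range of 15 to 34. Gained H3K27me3 overlapped 34 of them where the placements gave 2.81 on average, a 12.1-fold excess, and 25 of these 34 lay in pericentromeric or organelle-like sequence. With all merged H3K27me3 regions kept, 52 overlapped, a 2.94-fold excess.

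The 2 directions of acetylation were compared with each other at the binding sites. Of the lost H3K9/K14ac regions, 490 of 5110 or 9.59% (8.81 to 10.4) overlapped a WUS-GR region, compared with 371 of 5487 gained regions or 6.76% (6.13 to 7.46). The ratio of these shares was 1.42, outside the null range of 0.889 to 1.13 from permuted directions. Among the alternatives, counting overlap within 1000 bp moved it most, to 1.15, and in none of the 7 alternatives was it inside its null range.

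At the level of genes, 7286 genes (19.2% of all annotated genes) were assigned a WUS-GR region, and these are called bound genes. With protein-coding genes only, 6748 genes or 24.6% were bound. Of the bound genes, 1612 or 22.1% (21.2 to 23.1) had lost H3K9/K14ac, 1.55-fold the mean of random gene lists matched on length, and 1527 or 21.0% (20.0 to 21.9) had gained H3K9/K14ac, a 1.33-fold excess. Neither number was reached in 10000 lists. With protein-coding genes only, the excess was 1.36-fold for loss and 1.19-fold for gain, also above every list. The gene lists were not matched on expression or on open chromatin, where the study reported nearly all WUS binding. Either change was present at 2909 bound genes (39.9%, 38.8 to 41.1), 1.42-fold the mean. Counting every gene whose window a region overlapped moved the excess of loss most, to 1.28-fold. A change in H3K27me3 was found at 632 bound genes or 8.67% (8.05 to 9.34), 1.13-fold the mean and above the null range, but this excess lay inside the null range in each of its 4 alternatives, such as 1.05-fold with protein-coding genes only. Taken alone, loss of H3K27me3 was found at 520 bound genes (1.16-fold, above the null range of 415 to 485) and gain at 127 (1.05-fold, inside). With protein-coding genes only, loss at 554 genes was 1.08-fold and just above its range of 478 to 552, and gain was 0.960-fold and inside.

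Genes named in the study were examined one by one. Of 6 earlier WUS targets, 4 were assigned a WUS-GR region, namely ARR7, KAN1 (annotated as KAN), KAN2 and AS2. CLV1 (AT1G75820) and YAB3 (AT4G00180) had a region inside their gene windows whose midpoint fell in a non-coding locus that neighbours each gene. At ARR7 (AT1G19050, chromosome 1, 6577833 to 6579314, minus strand), the region spanned 6578901 to 6580100 with its midpoint at -187 bp from the TSS. None of the 6 was assigned lost H3K9/K14ac. A lost region at 76001 to 76500 on chromosome 4, -675 bp from the TSS of YAB3, was assigned to the neighbouring locus AT4G03525. KAN1 was assigned gained H3K9/K14ac and lost H3K27me3. Of the 17 genes that the study expressed in stem cells, 15 were assigned a WUS-GR region, the exceptions being AT3G25710 and LBD29 (AT3G58190). Among these 15, the study lists IAA8, IAA12 and AT1G74500 as lacking a promoter bound by WUS. The assignment here was not limited to promoters, and the regions of LBD42 lay in coding sequence and the 3' UTR. Of the 17, 7 were assigned lost H3K9/K14ac: TIR1, ARF4, IAA8, TMO6, LBD38, AT3G11280 and AT5G58900. Gained H3K9/K14ac was assigned to 2 of the 17, ETT (AT2G33860) and AT3G25710.

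The auxin receptor gene TIR1 (AT3G62980, chromosome 3, 23273065 to 23276630, minus strand) had a WUS-GR region from 23276201 to 23277500 across its TSS and another from 23278601 to 23279600 further upstream. Acetylation was lost from 23274501 to 23276000, which includes an intron and the flanking coding exons, and a Col-0-enriched RFP-trap window lay at 23274101 to 23274200 in coding sequence. At WUS itself (AT2G17950, chromosome 2, 7808871 to 7810811, minus strand), WUS-GR windows covered 7810301 to 7810700 in coding sequence and 7811101 to 7811300 upstream, and H3K9/K14ac was gained from 7809001 to 7811000. WUS coding sequence is also present in the transgene, and 42.2% of the coding bases but 0 of 693 intron bases lay in WUS-GR windows. All covered coding bases lay in 1 of the 3 coding exons. CLV3 (AT2G27250) was assigned no WUS-GR region. TPL (AT1G15750), which encodes a co-repressor, was bound from 5420701 to 5422300 on chromosome 1 and was assigned a gained H3K9/K14ac region from 5419001 to 5420000, whose midpoint lay in an intron.

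**Figure D3:**
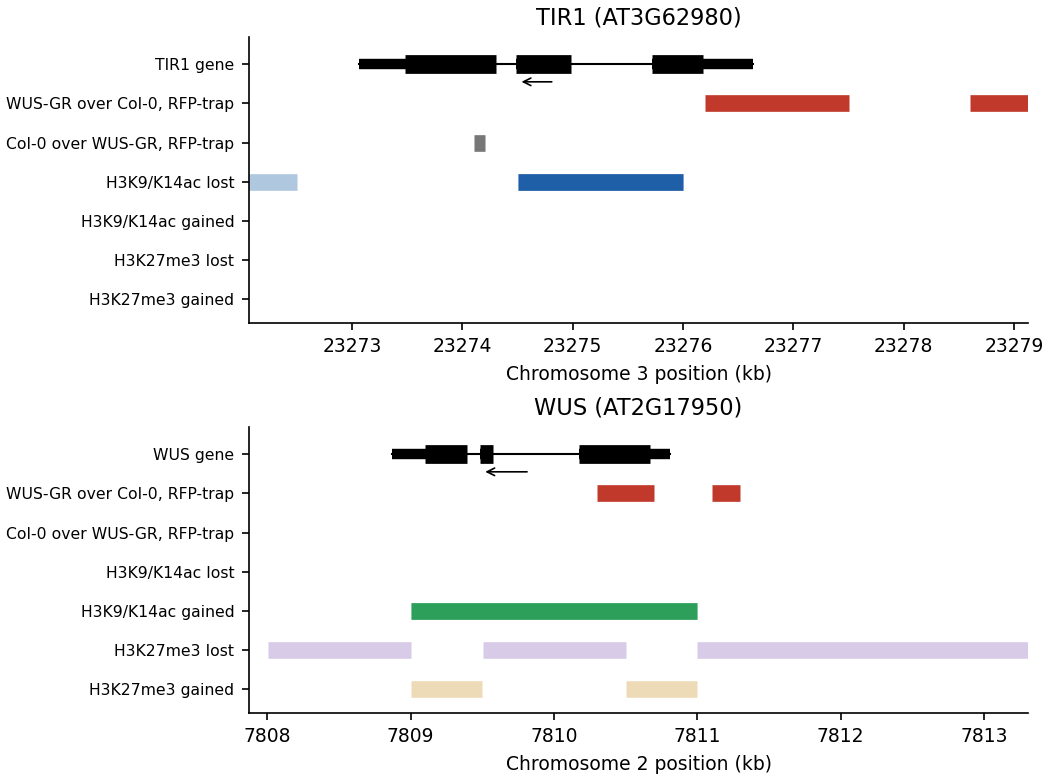
The horizontal axes give positions in kb on TAIR10 for TIR1 and WUS, with exons as boxes (coding sequence taller), an arrow in the direction of transcription, and 1 line of bars per list, in which pale bars are histone regions removed by the 73 bp rule. At TIR1 the lost H3K9/K14ac region lies inside the gene and the WUS-GR region spans the TSS, and at WUS the H3K9/K14ac region is gained.

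Auxin gene families, grouped by gene symbol, were tested for binding. Across 6 auxin families 38 of 82 genes were bound, or 46.3% (36.0 to 57.1), 2.19-fold the mean of length-matched gene lists and above their null range of 10 to 25 genes. Including synonyms, an alternative added after the data were seen, moved this most and gave 76 of 159 genes, 2.63-fold. Among single families, 12 of 24 AUX/IAA repressor genes (2.48-fold) and 8 of 11 genes of the PIN and AUX1/LAX transporters (2.88-fold) were above their null ranges, and 9 and 12 of 10000 gene lists gave as many. The ARF transcription factors, with 8 of 21, the TIR1/AFB receptors, with 3 of 5, the SAUR genes, with 5 of 16, and the GH3 genes, with 2 of 5, were inside theirs. Of the type-A ARR cytokinin response genes, 3 of 6 were bound, also inside the null range. Counting every gene whose window was overlapped brought TIR1/AFB above its null range with 5 of 5, and adding synonyms did so for SAUR with 33 of 80, GH3 with 6 of 9 and type-A ARR with 6 of 10. Families chosen for comparison without a link to auxin were bound as well: ERF with 16 of 21 genes (4.68-fold) and WRKY with 33 of 67 (2.24-fold) exceeded their null ranges, whereas CYP with 57 of 241 did not.

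**Figure D4:**
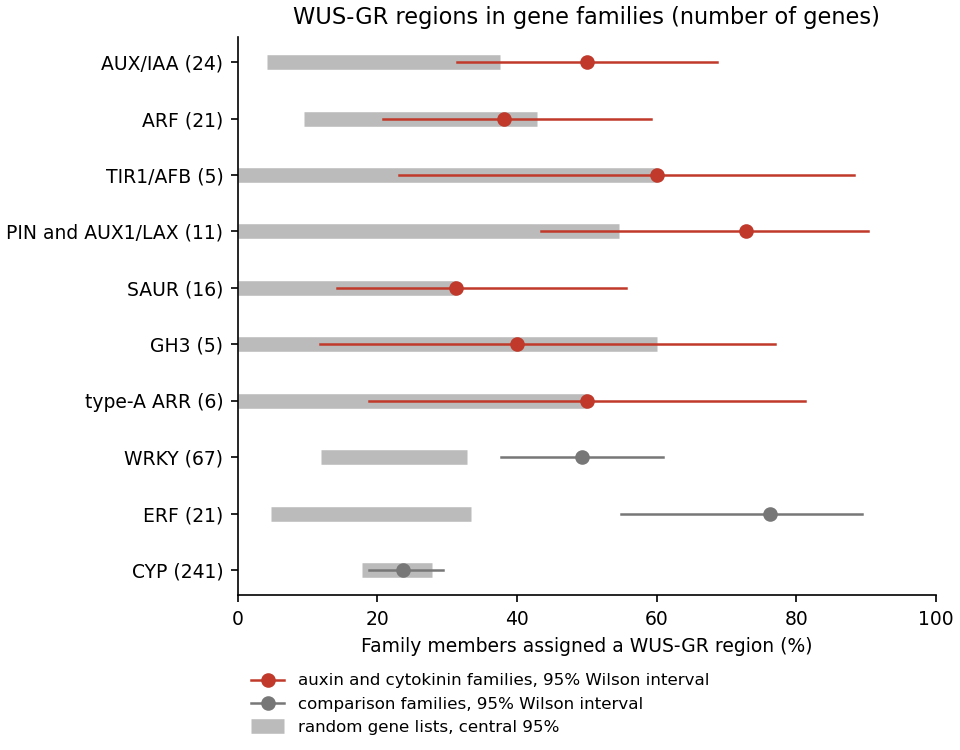
The horizontal axis is the percentage of family members assigned a WUS-GR region, with the number of genes after each name, points with Wilson 95% intervals for the observed share and grey bars for the central 95% of length-matched gene lists. AUX/IAA, PIN and AUX1/LAX, WRKY and ERF lie to the right of their bars.

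Sequence words fixed beforehand were counted in WUS-GR regions and in position-matched placements. The G-box core CACGTG was present in 22.6% (21.7 to 23.4) of WUS-GR regions against 5.32% of placed regions, a 4.24-fold excess, and in the central 200 bp of each region the excess was 5.29-fold. The longer word TCACGTGA was 4.75-fold enriched. GAGAGAGA was enriched 1.90-fold, TGAATGAA 1.60-fold, and the auxin response elements TGTCGG 1.53-fold and TGTCTC 1.19-fold. AAACCCTA was depleted to 0.617-fold. TTAATSS, where S is C or G, was found in 20.5% (19.8 to 21.3) of regions against 19.5% of placed regions, 1.05-fold and above the null range (2072 regions against 1897 to 2040). It was 1.12-fold with circular shifts, also above their range, and reversed to 0.996-fold, inside the null range, in the central 200 bp. When all 2080 words of 6 bases were ranked by the same ratio, CACGTG was first, followed by ACGCGC with 3.86-fold. In the Col-0-enriched list, CACGTG was 1.23-fold the placements' mean and inside the null range. TGTCGG was 1.87-fold in that list, above its null range, and AAACCCTA was 0.288-fold, below it, so these 2 words departed from the placements in the same direction in both RFP-trap lists.

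**Figure D5:**
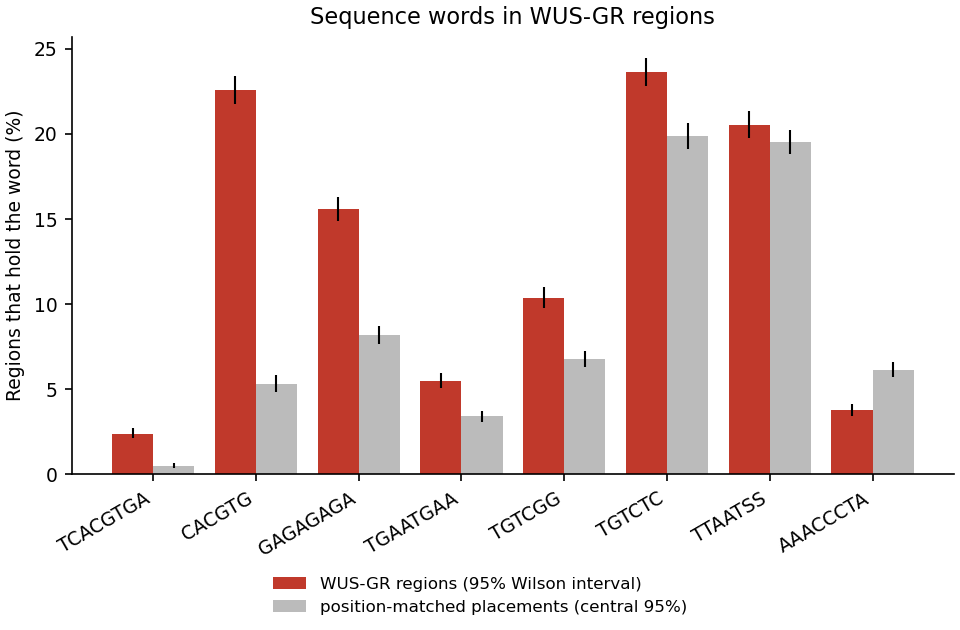
The vertical axis is the percentage of regions that hold each word on either strand, with red bars for WUS-GR regions and their Wilson 95% intervals and grey bars for position-matched placements and their central 95%. CACGTG differs most in percentage points, at 22.6% against 5.32%, and TTAATSS is at 20.5% against 19.5%.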

Values the study reported

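The study reported 6740 genomic regions bound by WUS in the WUS-GR seedlings, compared with 136 regions found earlier by hybridising immunoprecipitated DNA to arrays. Of the 6740 regions, the study reported changed acetylation at 2939 and changed methylation at 634. Among 1684 direct targets that WUS repressed, it reported loss of acetylation at 596.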

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

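The alternatives that draw protein-coding genes only for the placements, that permute directions within GC or distance classes, that score regions assigned to bound genes and that add synonyms to the families were chosen only after the results were seen. So was the nearest-TSS condition of the placements themselves, and the placement without it, run here as an alternative, is the one fixed beforehand. The other alternatives were fixed beforehand as well. No paired analysis was possible because each group held 1 list.

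For the 28 results that answer a comparison, 99 alternatives were run: 70 left the result on its side of the null range, within its interval or, for a count, within 1.5 times its value, 11 brought it inside the null range, 14 moved a value and 4 reversed a direction. All alternatives left 19 of the 39 results as they were. Among these, the number of WUS-GR regions ranged from 8828 to 9906, the share upstream of genes from 37.9% to 54.9%, the ratio of lost to gained acetylation at WUS-GR regions from 1.15 to 1.48, the excess of bound genes with acetylation loss from 1.28 to 1.54 and with gain from 1.19 to 1.36, and the excess of bound auxin genes from 1.92 to 2.63. A stricter posterior could not be applied, since the lists hold no posterior.

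The overlap with acetylation loss exceeded its placements only with the added condition and with all annotated genes open to the draw. It was inside the null range with the placement fixed beforehand (1.01-fold) and with circular shifts (1.09-fold). It was also inside with protein-coding genes (1.02-fold), where the condition was kept. Placement on genes with changed acetylation reversed it to 0.392-fold, since that null holds more changed regions by construction. The overlap with acetylation gain was inside the null range when 50% of the WUS-GR region had to be covered (0.889-fold), reversed to 1.19-fold within 1000 bp, where it lay above the null range, and reversed to 1.06-fold with histone regions of at least 1000 bp, where it lay inside. Within 1000 bp, the overlaps with methylation loss (0.950-fold) and gain (0.868-fold) were inside the null range, as was methylation gain when 50% had to be covered (0.743-fold). Around WUS-GR midpoints, gained acetylation was 0.715-fold the placements' mean at -100 bp, below their range. It was 1.24-fold at -1000 bp and 1.57-fold at 1000 bp downstream, above both ranges. Lost acetylation was 1.05-fold at -100 bp, inside its range, and 1.45-fold and 1.81-fold at those distances, above. The depletion of gain thus held at the regions themselves and not 1000 bp away. The cause of these changes was not tested.

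The excess of bound genes with a methylation change was inside the null range under each of its alternatives: 1.03-fold with every gene whose window was overlapped and again with 1000 bp upstream (1.03-fold), 1.05-fold with protein-coding genes and 1.004-fold with all merged regions. The cause was not tested.

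With midpoints within 1000 bp of a TSS, the medians moved to -79 bp for WUS-GR, 413 bp for lost and 396 bp for gained acetylation. With protein-coding genes only, they were -141.5 bp, 544 bp and 525 bp. Keeping all merged regions gave 9436 gained and 9046 lost acetylation regions, 4379 gained and 6917 lost methylation regions and 61.2% of methylation changes as losses. Regions of at least 1000 bp gave 2279 gained and 1819 lost acetylation regions, of which 44.4% were losses. These numbers follow from the filters themselves. TTAATSS reversed to 0.996-fold in the central 200 bp, and the cause was not tested.

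For the 11 single families, 36 of 44 alternatives left the call as it was, 6 brought a family above its null range (SAUR under 3 of them, TIR1/AFB, GH3 and type-A ARR under 1 each) and 2 reversed a direction without leaving the null range: CYP was at 0.924-fold with every overlapped gene window and 0.964-fold with protein-coding genes. The cause was not tested. The unknown depth limits all counts, because a deeper library passes more windows over the same threshold.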

Other observations

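The tests of GC content and distance on the ratio of lost to gained acetylation, the test of the tilt among bound genes, the test of repeated sequence in the Col-0-enriched regions, the test of permuted directions in neighbouring windows and the test of windows upstream of WUS were chosen only after the results were seen.

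WUS-GR regions that overlapped a changed acetylation region in either direction numbered 883. That is lower than the value quoted from the study above. WUS-GR regions that overlapped a changed methylation region numbered 209. That is lower than the value quoted from the study above. The study's methods describe its bound regions as genes. Counted by genes here, 2909 of 7286 bound genes had changed acetylation and 632 had changed methylation. With protein-coding genes only, 3032 of 6748 bound genes had changed acetylation and 667 had changed methylation.

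The ratio of lost to gained acetylation at WUS-GR regions, 1.42, argues against the idea that both lists merely share open gene starts, since that idea requires gained regions to overlap as often as lost ones. When directions were permuted only within deciles of GC content, the upper end of the null range was 1.21, and within classes of distance to the TSS it was 1.08, so the ratio stayed above both and neither alone accounts for it. Among regions assigned to bound genes the ratio was 1.16 (34.9% of lost against 30.1% of gained regions, null range 0.944 to 1.05). Bound genes thus did not take up both directions alike. This ratio was not set against directions permuted within GC deciles or distance classes, so neither is excluded as its cause. With the placement fixed beforehand, overlap with loss was 1.01-fold and with gain 0.608-fold, and with circular shifts 1.09-fold and 0.741-fold. Loss was inside both null ranges and gain below both, so with these nulls the ratio reflected depleted gain at the regions themselves rather than excess loss. With the added condition and all annotated genes open to the draw, loss was at 1.18-fold, above its range, and gain at 0.774-fold, below its range. From these lists alone, a tie between WUS binding and loss of acetylation remains a hypothesis, because lost and gained regions come from 1 comparison of 2 genotypes. The study also drew on gene expression and an auxin reporter under an inhibitor of histone deacetylases, which were not analysed here. A difference between libraries that favours loss over gain near WUS-GR regions for other reasons was not tested.

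The direction of the acetylation change followed base composition. Losses made up 61.3% (59.3 to 63.2) of changed windows in the lowest GC decile and 34.0% (32.1 to 35.9) in the highest. The same direction appeared within coding sequence, introns, 5' UTRs and upstream sequence taken separately, with the smallest difference between low-GC and high-GC windows at 12.0 percentage points, in introns. GC-dependent recovery that differed between the libraries of the 2 genotypes is a candidate explanation, and a biological difference between the genotypes that follows GC content stays open as untested.

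Gained and lost windows of the same mark lay side by side. A gained H3K9/K14ac window touched a lost one in 31.6% of cases, 3.39-fold the mean of circular shifts, and a gained H3K27me3 window in 69.9%, 7.79-fold. Reassigning directions at random among the changed windows gave 37.3% (null range 36.6 to 38.0) for H3K9/K14ac and 71.5% (70.4 to 72.6) for H3K27me3. Both observed shares were below these ranges, at 0.848-fold and 0.978-fold the mean. Gained windows thus touched lost ones less often than without any spatial order. The caller is a hidden Markov model, which links the states of neighbouring windows. Such order could come from the caller, so this test cannot decide whether the noise was independent from window to window. Noise around the calling threshold that extends over neighbouring windows in wide domains is a candidate explanation for the contact itself, and a real redistribution inside domains was not tested.

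The balance of gain and loss differed between chromosomes. For H3K27me3, gained windows made up 36.6% on chromosome 1 and 24.3% on chromosome 3. Chromosomes accounted for 55.6% of the variance between windows of 1 Mb, and only 1 of 111 rotations of the windows along the genome, the unrotated order included, gave as much. A caller that treats each chromosome on its own could produce such steps at chromosome ends. For H3K9/K14ac, chromosomes accounted for 21.5%, which 22 of 112 rotations equalled or exceeded. Calling each chromosome on its own cannot be told apart from other variation along the genome for this mark, because a share this large is not rare among stretches of chromosome size that start elsewhere. Gained windows made up 57.0% (55.6 to 58.3) on chromosome 2 and 49.1% (47.7 to 50.5) on chromosome 3. No biological explanation was tested for either.

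At chromosome 2 between 3 and 4 Mb, 77 Col-0-enriched RFP-trap windows clustered, and 64.9% of them lay in nuclear sequence that resembles an organelle genome, which makes up 27% of that stretch. Organelle DNA recovered in unequal amounts from the 2 genotypes is a candidate source. The Col-0-enriched regions also overlapped gained H3K27me3 regions far more than placements did. Of the 34 overlaps, 25 lay in pericentromeric or organelle-like sequence and 4 near ribosomal genes. Outside pericentromeric and organelle-like sequence alone, 9 of 409 regions overlapped, a 4.17-fold excess that none of 1000 placements reached. With all merged regions kept, the excess there was 1.27-fold and inside the null range. Under the 73 bp rule and also outside ribosomal genes, 405 regions were left. The excess was then 2.42-fold, from 5 regions, and inside the null range. Repeated sequence, whose copy number or mapping differs between libraries, may therefore explain most of the overlap, although 5 regions leave the remainder poorly measured.

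Changed acetylation was sparse inside wide WUS-GR regions. At midpoints of regions of at least 500 bp the share inside a changed acetylation region was 0.617-fold that of placements, at single windows it was 1.21-fold, and the ratio of both was 0.510 (null range 0.753 to 1.37). Low histone occupancy inside wide open stretches is a candidate explanation. Nucleosome occupancy itself was not analysed here.

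The word CACGTG stood apart from other words with 4 G or C, whose central 95% ended at 2.07-fold, which argues against base composition as the whole cause of its excess. Other GC-rich words, such as ACGCGC at 3.86-fold, were enriched too. WUS-GR regions with CACGTG did not lie more often in genes with acetylation loss: the share was 0.939-fold that of regions without the word (null range 0.951 to 1.12), slightly below the range. The G-box is bound by other transcription factor families, and whether WUS contacts it directly cannot be read from positions.

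At the WUS gene, 42.2% of coding bases and 0 of 693 intron bases lay in WUS-GR RFP-trap windows, and 67.6% of the 1000 bp upstream of UBQ10, the promoter donor of the transgene, lay in such windows as well. All covered coding bases lay in 1 exon (in windows from 7810301 to 7810700), and the other 2 coding exons, at 7809100 to 7809393 and 7809485 to 7809573, had none although the transgene carries them, so the contrast of exons and introns does not by itself mark transgene reads. Gained acetylation covered 93.3% of the WUS gene, introns included, an extent matched by 143 protein-coding genes or 0.521%. For these windows, reads from transgene copies and binding at the native locus cannot be told apart, because the transgene holds the same coding and promoter sequence and both genes could also be bound. The gained acetylation windows of 500 bp straddle exon borders, whereas the covered RFP-trap windows in the WUS gene lie inside 1 exon. Before the 73 bp rule, gained H3K27me3 windows held 54.7% of the WUS coding bases and 13.1% of its intron bases. Lost H3K27me3 windows held 45.3% and 86.9%. Coding bases thus lay in both directions, and the rule removed these windows, so this contrast does not separate transgene reads from the native locus. A further 200 of the 1000 bp upstream of WUS lay in WUS-GR windows, at 7811101 to 7811300, and the fusion under the ubiquitin promoter holds no sequence from there, which argues against transgene reads as the source of that part.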
